A study of Mus musculus with 140 samples. Its data were reported in "Aberrant splicing in Huntington’s disease accompanies disrupted TDP-43 activity and altered m6A RNA modification" (2025).

How the data were processed

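The series holds 140 samples, of which 70 immunoprecipitation (IP) libraries have a deposited cluster list and 70 input libraries have none. Per the labels, the IP libraries cover TDP-43 and m6A eCLIP of cortex and striatum from R6/2 and non-transgenic mice, 4 males and 4 females per group, and m6A eCLIP of cortex from 3 mice given a TDP-43 antisense oligonucleotide and 3 given PBS. For the antisense experiment the treatment protocol names striatum as the tissue collected, whereas the sample labels name cortex. The paper states that both regions were collected. The labels were followed, and comparisons of that experiment with cortex rest on them. Each list gives chromosome, start, end, strand and 2 values per cluster. The authors called clusters with CLIPper on the mm10 build and scored them against the input library of the same sample. The deposited first value is a −log10 p of IP against input reads, 0 wherever the fold is below 0 and at most 400. The deposited second value is the log2 fold of IP over input reads. Both are the authors' own values and served only to select clusters within a list. The lists hold no reads, gene names or read depth, so the yield of a library was taken as its number of listed clusters (133185 to 260687) or of enriched clusters (4929 to 99040). In the antisense experiment nearly all intervals are identical within a treatment, so clusters there were evidently called once per treatment and scored per library, which the labels do not state.

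Cluster ends lay within the GRCm38 chromosomes, the assembly that mm10 names, and unplaced scaffolds were not compared. Clusters were assigned by midpoint and strand to genes of GENCODE vM21 and by midpoint to coding sequence, 3′ UTR, 5′ UTR, noncoding exon or intron. Enriched clusters are those with a p of 0.001 or less. The number of enriched clusters per gene was divided by median-ratio size factors, and log2 values with 0.5 added were fitted with limma 3.58.1 (lmFit and eBayes with a trend, two-sided) for genes with 2 or more enriched clusters in at least 50% of the libraries, with sex as a covariate in the R6/2 comparisons. Benjamini-Hochberg adjustment covered the genes tested, and a gene was called at an adjusted p under 0.05. SE is limma's moderated standard error. Calculations used Python 3.11.15 with NumPy 2.4.6 and matplotlib 3.10.9, and R 4.3.3.

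Comparisons, tests, gene lists, the rule for named genes and most alternatives were set before the data were examined. The plan expected reads per cluster and otherwise named the number of clusters per gene. Counting enriched clusters alone was chosen after pooled counts and totals per group had been seen but before any test. The version nearest to the plan, all listed clusters with 10 or more per gene and 4 added, is given beside it for each comparison. The thresholds of the study, covered bases, 4 added, covariates for the number of enriched clusters and for the intronic share, and the removal of TDP-43 striatum libraries with at least 30% intronic clusters or under 10000 enriched clusters were added after the data were seen.

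The 16 gene lists were tested with limma camera at a preset correlation of 0.01 and with an estimated one, adjusted over all lists and the 5 comparisons. The HD striatal signature is the list the study takes from other HD mouse data and holds 195 genes that go down and 71 that go up. The others are textbook markers and classes: medium spiny neuron, cortical excitatory neuron, GABA interneuron, astrocyte, oligodendrocyte, microglia, vascular, immediate early, synapse, splicing factor, TDP-43 target, ribosomal protein, mitochondrially encoded, and m6A writers, erasers and readers. The ribosomal protein list was taken by symbol prefix and so also holds the Rps6k kinases and Rps19bp1. Differences of the R6/2 effect between sexes, regions and assays were limma contrasts. Library values were compared by exact permutation of genotype within sex, two-sided, over 4900 labelings (20 labelings for 3 against 3, smallest p 0.1), adjusted over 112 tests.

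Sites are stretches covered by enriched clusters of at least 4 of 16 libraries (3 of 6 in the antisense experiment) on the same strand. The planned diffSplice test needs reads, so presence of an enriched cluster was tested per site by an exact permutation within sex, which is not relative to the rest of the gene. Overlap is the share of listed m6A clusters on a TDP-43 site of the same region. It was first computed on enriched m6A clusters and then set back to the planned form after both had been seen, and the TDP-43 sites still rest on enriched clusters. Motifs were searched in sites, in sites shifted by 500 bases within the gene, and in windows of 51 bases. The windows and the counts of fully separated sites were added after the first motif and site results.

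Named genes are, per comparison, the 6 highest and 6 lowest changes among called genes with a mean of at least 4 enriched clusters and the same sign in both sexes, the 3 members with the smallest p of each list that passed camera, and Tardbp, Mettl3 and Htt. The minimum was adapted from a planned minimum of reads, and the restriction to lists that passed was made after the dependence of the wider set on the processing had been seen. Sites named are the 6 with the smallest p, 1 per gene, in the R6/2 comparisons, and the best Tardbp site in each. Some genes that met these rules are not reported here.

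On simulated cluster counts modelled on the real ones, limma recovered 48.5, 47, 42.4, 48 and 15.3% of tested genes changed 2-fold up and 31.0, 50.6, 22.7, 23.9 and 2.2% of tested genes changed 2-fold down (TDP-43 striatum, TDP-43 cortex, m6A striatum, m6A cortex, antisense), with at most 4 false calls in a comparison. Of 100 genes changed in each direction, 99, 100, 99, 100 and 98 changed up were tested. Of those changed down, 71, 81, 88, 88 and 91 were tested, so recovery among all lowered genes was lower. Whether the simulated spread matched the real one was not tested, and 3011 of 9885 real genes were called in the antisense comparison. The recovery rates and the number of false calls therefore need not hold for the real libraries. In simulated sites 200 fully separated ones were recovered in full among 18000 sites and not at all among 40000, whereas 2000 were recovered in both. Input libraries, reads and irreproducible discovery rate merging of male and female libraries could not be analysed.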

Results

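Cortex and striatum of R6/2 mice, which carry an expanded fragment of human huntingtin, and of non-transgenic (NT) littermates were profiled at 3 months by eCLIP of the RNA-binding protein TDP-43 and of N6-methyladenosine (m6A), an RNA mark enriched near stop codons. Each assay, region and genotype had 8 libraries, from 4 males and 4 females. m6A eCLIP was also done in cortex of C57Bl/6 males given 500 ug of an antisense oligonucleotide (ASO) against TDP-43, or PBS, at 5 weeks and collected 2 weeks later, with 3 libraries per treatment. The 70 immunoprecipitation libraries listed between 133185 and 260687 clusters each, of which between 4929 and 99040 were enriched over input at p of 0.001 or less. Read numbers were not used here. Unless stated otherwise, a gene's value is its normalized number of enriched clusters, given as mean ± SD over libraries, and a change is R6/2 minus NT on the log2 scale with its standard error (SE) from limma and the adjusted p. The highest and lowest changes are those among called genes with a mean of at least 4 enriched clusters and, in R6/2 comparisons, the same sign in both sexes. Genes with fewer clusters can change more.

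In TDP-43 eCLIP of striatum, transcripts that mark medium spiny neurons, the striatal projection neurons that degenerate in Huntington's disease (HD), carried fewer enriched clusters in R6/2 than in NT mice. Scn4b, a sodium channel beta subunit of these neurons (chromosome 9, 45138395 to 45154152), fell from 35.5 ± 10.6 to 10.5 ± 0.83 (log2 −1.67, SE 0.15, adjusted p 1.7e-06, lower in 8 of 8 R6/2 libraries than the NT mean). Pde10a, a cyclic nucleotide phosphodiesterase enriched in the same cells (chromosome 17, 8525372 to 8986648), fell from 36.8 ± 8.78 to 7.45 ± 4.84 (log2 −2.46, SE 0.30, adjusted p 6.1e-05, lower in 8 of 8). Syndig1l, a synapse-associated membrane protein gene of striatal neurons (chromosome 12, 84677277 to 84698831), fell from 8.52 ± 0.854 to 2.63 ± 1.08 (log2 −1.59, SE 0.21, adjusted p 0.000117). All 25 medium spiny neuron markers tested were lower, with a median log2 change of −1.06. Of these, 18 were called over all genes and 22 when adjusted over the list alone (limma camera adjusted p 5.7e-15, and 0.000526 with an estimated correlation). The genes that fall in striatum of other HD mouse models, a list that overlaps the medium spiny neuron markers, behaved alike. Of 59 tested, 56 were lower (median −1.14), 39 were called lower and 1 higher, and 47 passed when adjusted over the list alone (camera adjusted p 6.3e-22, estimated 0.000316). Counted on all listed clusters the median of that list was −0.31 (adjusted p with an estimated correlation 0.00583). That of the medium spiny neuron markers was −0.32, with 19 of 26 lower (adjusted p 2.8e-05), but with an estimated correlation their adjusted p was 0.078. Without the 5 R6/2 libraries with at least 30% of listed clusters in introns, it was −0.88, and that of the medium spiny neuron markers −0.89, under an all-gene median of 0.43, and both lists stayed past the threshold. The level of these transcripts was not analysed here.

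**Figure D1:**
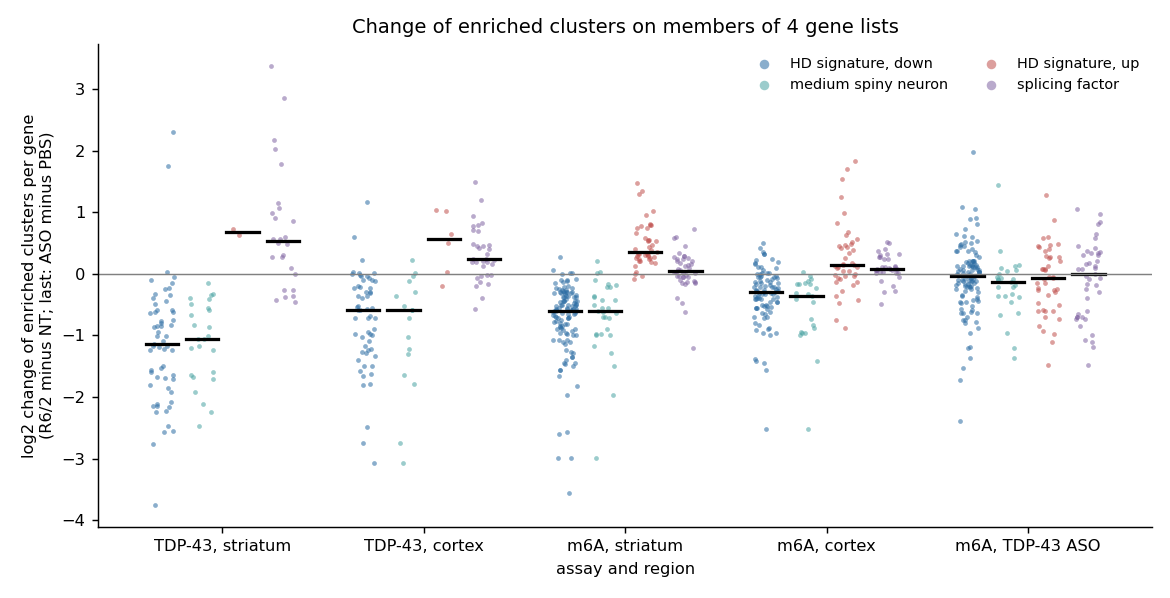
Log2 change in enriched clusters per gene (vertical axis) for each tested member of 4 gene lists, by assay and region (horizontal axis). Points are genes and bars are list medians, and the genes of the HD signature that go down have medians of −1.14, −0.58, −0.60 and −0.29 in the R6/2 comparisons and −0.03 after the ASO.

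Splicing factor transcripts, tested as a list, carried more enriched TDP-43 clusters in R6/2 striatum, but this depended on the threshold for enriched clusters. Srrm2, a scaffold of nuclear speckles (chromosome 17, 23790532 to 23824741), rose from 13.7 ± 7.39 to 43.5 ± 14.9 (log2 1.79, SE 0.29, adjusted p 0.000684). Srsf11, a serine/arginine-rich splicing regulator (chromosome 3, 158010473 to 158036639), rose from 0.977 ± 1.24 to 12.4 ± 6.90 (log2 3.37, SE 0.48, adjusted p 0.000251). Srrm1, a splicing coactivator (chromosome 4, 135320484 to 135353321), rose from 0.319 ± 0.448 to 5.24 ± 2.91 (log2 2.85, SE 0.39, adjusted p 0.000177). Of 26 splicing factors tested, 19 were higher (median 0.53), 9 were called and 10 passed when adjusted over the list alone (camera adjusted p 4.3e-05, estimated 0.0258). With clusters at a p of 1e-10 or less the direction reversed (median −0.21, not past the threshold), at the thresholds of the study the median was 0.11 and the list did not pass, and on all listed clusters it was 0.02. Without the same 5 libraries the median was 0.57 under an all-gene median of 0.43, with an adjusted p of 0.37, Srrm2 had a log2 change of 1.64 with an adjusted p of 0.15, and Srsf11 and Srrm1 had too few enriched clusters to be tested. Those libraries were the 4 R6/2 females and R6/2 male 4.

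Among single genes of striatum, Rab10os, an antisense transcript at Rab10 (chromosome 12, 3235504 to 3250377), rose from 0.922 ± 0.931 to 12.4 ± 4.15 (log2 3.43, SE 0.28, adjusted p 9.17e-07, higher in 8 of 8). The noncoding RNAs C230004F18Rik (log2 3.47, SE 0.70, adjusted p 0.00286) and Meg3 (2.46, SE 0.63, 0.0149) rose, as did Pnisr, a serine/arginine-rich nuclear protein gene (3.39, SE 0.58, 0.000969), and Luc7l2, a U1-associated splicing factor gene (2.83, SE 0.48, 0.000872). The lowest changes among genes with a mean of at least 4 clusters were those of Ryr1, a calcium release channel gene (log2 −3.75, SE 0.48, adjusted p 9.71e-05), Smarca1, a chromatin remodeller gene (−3.31, SE 0.39, 6.1e-05), Gpr158, an orphan receptor gene (−2.80, SE 0.45, 0.000614), Gsg1l, an AMPA receptor auxiliary subunit gene (−2.77, SE 0.51, 0.00159), Krt9, a keratin gene (−2.57, SE 0.39, 0.000401) and Ppp1r16b, a phosphatase regulator gene (−2.55, SE 0.49, 0.00218). limma called 318 of 2221 genes at an adjusted p under 0.05, 141 higher and 177 lower, with an all-gene median of −0.05. On all listed clusters it called 1231 of 6213, 761 higher and 470 lower. The 2 measures shared 85 calls, 75 in the same direction, and their changes had a Spearman rho of 0.20 over 1891 genes, which are not independent replicates. On listed clusters C230004F18Rik and Gpr158 changed sign, 8 more of the 16 genes chosen for naming that could be compared lost their call and 6 kept it. At the thresholds of the study 72 genes were called, 10 higher and 62 lower, and without NT male 1 there were 462, 157 higher and 305 lower. Males alone gave 3 calls and females alone 334, and without the 5 libraries of high intronic share 27 genes were called, of which 23 were also called with all libraries and all 23 had the same direction. Rab10os, Scn4b, Pde10a, Syndig1l, Smarca1, Gpr158, Gsg1l and Krt9 were called in both, and Pnisr, Luc7l2, Meg3, Ryr1 and Ppp1r16b were not, while C230004F18Rik could no longer be tested.

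**Figure D2:**
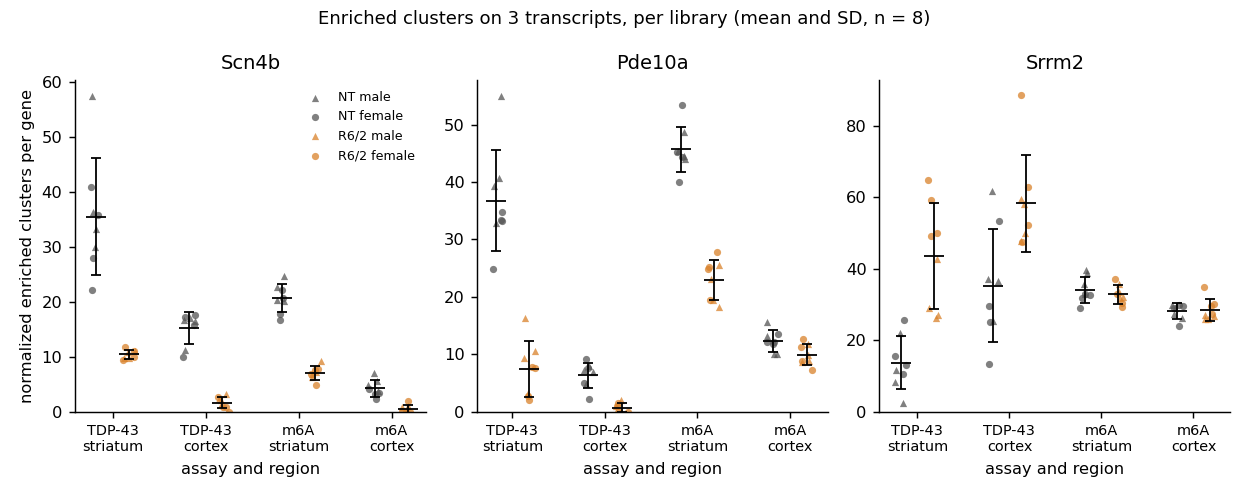
Normalized enriched clusters per gene (vertical axes) on Scn4b, Pde10a and Srrm2 in each library, by assay and region (horizontal axes). Points are libraries and bars are the mean and SD of 8 libraries per genotype, and Scn4b lies lower in R6/2 in each assay and region, from 35.5 to 10.5 in TDP-43 eCLIP of striatum.

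The R6/2 libraries of TDP-43 eCLIP in striatum also stood apart as libraries, along with these gene groups. They listed 213240 ± 36500 clusters against 158682 ± 14846 in NT, with 33.0 ± 11.1% against 20.3 ± 4.16% in introns (exact permutation tests within sex, two-sided, p 0.0016 and 0.0020, both adjusted p 0.029 over 112 library tests). The intronic share was 37.7, 42.1, 47.5 and 39.6% in the R6/2 females and 36.2% in male 4, against 18.8 to 23.0% in the other R6/2 males and 16.1 to 25.7% in NT. Enriched clusters lay in introns about equally often (2.66 against 2.69%, exact permutation p 0.96). Enriched clusters lay less often in 3′ UTRs (28.5 against 36.1%) and more often in coding sequence (57.3 against 50.2%). Their number did not differ beyond its spread (15969 ± 6775 against 17843 ± 6081, exact permutation p 0.57). NT male 1 had only 4929 enriched clusters, R6/2 female 2 had 6768 and R6/2 male 4 had 9191. UGUGU, a core of the TDP-43 recognition sequence, was in 7.02 ± 0.744% of enriched clusters in R6/2 and 8.08 ± 0.280% in NT (adjusted p 0.030).

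**Figure D3:**
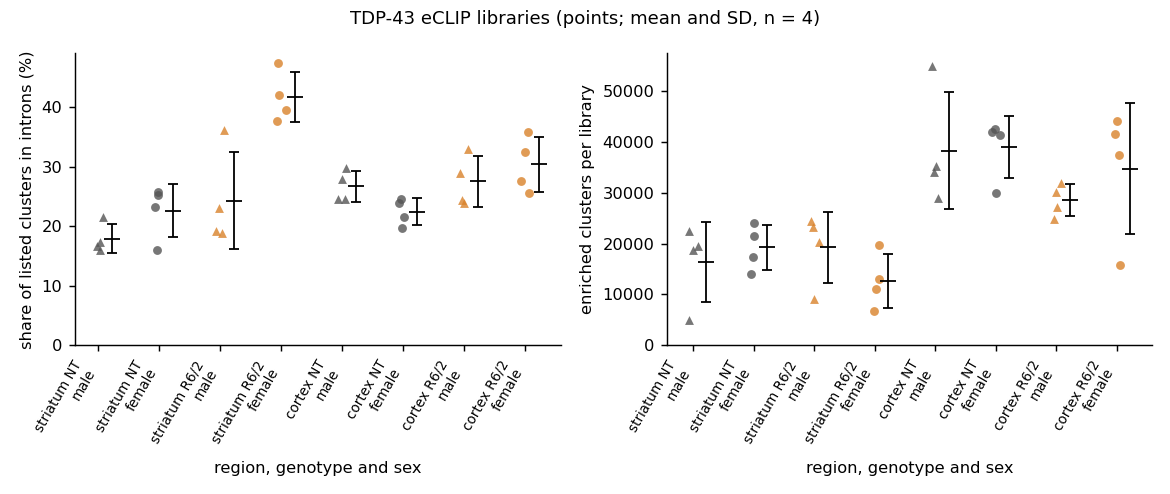
Share of listed clusters in introns (left vertical axis, %) and number of enriched clusters (right vertical axis) per TDP-43 eCLIP library, by region, genotype and sex (horizontal axes). Points are libraries, bars are the mean and SD of 4, and the 4 female R6/2 striatum libraries lie between 37.7 and 47.5% intronic.

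In TDP-43 eCLIP of cortex, transcripts of the medium spiny neuron list again carried fewer enriched clusters in R6/2 mice. That list marks striatal neurons, and which cells of the cortex samples its transcripts came from was not tested. Immediate early genes were lower with less certainty. Scn4b fell from 15.3 ± 2.94 to 1.65 ± 1.07 (log2 −3.07, SE 0.30, adjusted p 5.45e-06, lower in 8 of 8), Pde10a from 6.34 to 0.700 (−2.74, SE 0.42, 0.000574), and Penk, the enkephalin precursor gene (chromosome 4, 4133531 to 4138819), from 2.59 to 0.515 (−1.79, SE 0.37, 0.00682). Camkk2, a calcium/calmodulin kinase kinase gene (chromosome 5, 122731170 to 122779409), fell from 18.2 ± 2.50 to 6.95 ± 1.41 (log2 −1.34, SE 0.13, adjusted p 5.09e-06). Arc, an immediate early gene of synaptic plasticity (chromosome 15, 74669083 to 74672570), fell from 10.9 ± 4.53 to 2.07 ± 3.28 (log2 −2.92, SE 0.57, adjusted p 0.00412), and Homer1, whose short form is activity-induced (chromosome 13, 93299635 to 93405129), from 14.4 ± 1.92 to 7.74 ± 1.92 (−0.89, SE 0.15, 0.0016). Medium spiny neuron markers were lower in 15 of 17 (median −0.58, 8 called, 12 adjusted over the list alone, camera adjusted p 2.7e-06, estimated 0.00274). Of the HD genes that go down, 52 of 58 were lower (median −0.58, 23 called, 30 adjusted over the list alone, adjusted p 4.0e-11, estimated 0.00436, and −0.16 on listed clusters). All 9 immediate early genes were lower (median −1.56, 4 called, 8 adjusted over the list alone, adjusted p 4.4e-05), but did not pass with an estimated correlation (adjusted p 0.198). Btg2 was among them (log2 −1.95, SE 0.52, adjusted p 0.0293).

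On enriched clusters, other sets moved up or down in cortex with less certainty. Of 33 splicing factors 24 were higher (median 0.24, 3 called, 4 adjusted over the list alone, camera adjusted p 1.9e-05, but 0.198 with an estimated correlation), among them Srrm2, from 35.2 to 58.2 (log2 0.82, SE 0.23, adjusted p 0.0383), Srsf1 (0.77, 0.0357) and Elavl3 (0.47, 0.0364). On all listed clusters their median was 0.02 (adjusted p 0.923). The HD genes that go up were higher in 5 of 6 (median 0.57, 1 called, 4 adjusted over the list alone, adjusted p 0.00641, but estimated 0.134), with Polr2a, the large subunit of RNA polymerase II, at 1.04 (adjusted p 0.0411) and Samd14 not called (0.49, adjusted p 0.0716). On all listed clusters 14 of 23 HD genes that go up were higher (median 0.12, 4 called, camera adjusted p 0.00264, estimated 0.0187). All 3 GABA interneuron markers tested were lower (median −1.44, adjusted p 0.0292, but estimated 0.198). Nos1 was called (−1.65, adjusted p 0.0184), and Erbb4 and Gad2 were not (−1.44 and −0.47, adjusted p 0.0776 and 0.181), though all 3 passed when adjusted over the list alone.

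Among single genes of cortex with a mean of at least 4 clusters, the highest changes included those of Usp48 (log2 1.73, adjusted p 0.0149), Gpatch8 (1.68, 0.0278), A230006K03Rik (1.36, 0.0401), Luc7l2 (1.26, 0.0389) and Gprasp2 (1.20, 0.00387). The lowest of these genes, beside Scn4b and Arc, were those of Pdzd2 (−3.30, SE 0.40, 5.63e-05), the synaptic vesicle calcium sensor gene Syt2 (−2.85, 0.000359), the potassium channel gene Kcnh3 (−2.79, 0.000229) and Lrba (−2.65, 0.0016). limma called 278 of 3736 genes, 57 higher and 221 lower, with an all-gene median of −0.09. Under quantile normalization that median was 0.04 and the split was 153 higher and 277 lower. Leaving out 1 library gave between 152 and 336 calls, the intronic share as a covariate 80 and the thresholds of the study 101, 13 higher and 88 lower. Males alone gave 93, 5 higher and 88 lower, whereas females alone gave 35, 20 higher and 15 lower. On all listed clusters 364 of 6820 were called, 206 higher and 158 lower, and the 43 genes called by both measures had the same direction (Spearman rho 0.23 across 3162 genes). On listed clusters Usp48, Gpatch8, Luc7l2, Polr2a and Srsf1 changed sign, 10 more of the 20 genes chosen for naming that could be compared lost their call and 5 kept it. Listed clusters went from 198385 to 221006 per library (exact permutation p 0.0082, adjusted p 0.053), enriched clusters did not differ beyond their spread (38634 ± 8472 and 31619 ± 9299, exact permutation p 0.17), and the share with UGUGU went from 8.19 ± 0.560 to 7.35 ± 0.591% (adjusted p 0.046).

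In m6A eCLIP of striatum, the same neuronal markers carried fewer enriched m6A clusters. Transcript level was not analysed here, so in either region the changes in m6A clusters do not separate methylation from transcript level. Scn4b fell from 20.7 ± 2.56 to 7.09 ± 1.3 (log2 −1.49, SE 0.10, adjusted p 1.72e-09), Pde10a from 45.7 ± 3.94 to 22.9 ± 3.52 (−0.99, SE 0.08, 4.99e-08) and Syndig1l from 15.8 ± 2.13 to 6.81 ± 1.12 (−1.16, SE 0.11, 1.12e-07), each lower in 8 of 8. Abhd11os, a striatal noncoding RNA (chromosome 5, 135012114 to 135013253), had 5.53 ± 1.36 in NT and was listed at 0 in all 8 R6/2 libraries, and Lrrc10b (chromosome 19, 10455371 to 10457473) fell from 32.7 ± 4.05 to 14.9 ± 2.13 (log2 −1.11, SE 0.08, adjusted p 1.72e-09). The HD genes that go down were lower in 116 of 120 (median −0.60, 83 called, 97 adjusted over the list alone, camera adjusted p 2.3e-54, estimated 9.2e-07, and −0.34 on listed clusters). Medium spiny neuron markers were lower in 28 of 31 (median −0.60, 22 called, 23 adjusted over the list alone, adjusted p 6.3e-22, estimated 6.9e-05). The HD genes that go up were higher in 41 of 43 (median 0.35, 12 called, 21 adjusted over the list alone, adjusted p 1.8e-12, estimated 0.000985), including the sodium channel gene Scn9a (1.35, SE 0.19, 5.84e-05), Pcdhb2 (1.30, SE 0.21, 0.000208) and the RNA methyltransferase gene Nsun7 (0.95, SE 0.15, 0.00022). At the thresholds of the study the direction of the HD genes that go up reversed (median −0.05), as did that of Scn9a (−0.05).

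Immediate early transcripts also carried fewer enriched m6A clusters in striatum. All 18 immediate early genes were lower (median −0.47, 10 called, 12 adjusted over the list alone, camera adjusted p 8.7e-10, estimated 0.0132), led by the transcription factor genes Egr2 (chromosome 10, 67535475 to 67542188, from 8.74 ± 3.09 to 1.91 ± 1.30, log2 −2.11, SE 0.31, adjusted p 7.52e-05) and Egr3 (from 23.8 ± 2.31 to 14.9 ± 1.47, −0.66, SE 0.08, 6.17e-06), with Homer1 at −0.53 (0.000505). Of 48 synapse genes 33 were lower (median −0.09, 8 called lower and 1 higher, 9 adjusted over the list alone, adjusted p 0.0183, estimated 0.198, and 0.0762 on listed clusters). Shank3, a postsynaptic scaffold gene (from 27.2 ± 2.91 to 17.7 ± 2.33, −0.61, SE 0.08, 2.77e-05), Dlgap3 (−0.49, 0.000178) and the kinase gene Camk2b (−0.47, 0.000312) fell. Among genes with a mean of at least 4 clusters, the highest changes outside the lists were those of BC067074 (1.52, 4.3e-05), 3000002C10Rik (1.49, 0.0452), Zfp202 (1.23, 0.000491) and the clustered protocadherin gene Pcdhb4 (1.18, 0.00332). The lowest included those of the orphan receptor gene Gpr139 (from 14.7 to 1.89, −2.99, SE 0.27, 1.09e-07), Cd4 (−2.50, SE 0.19, 9.59e-09), the formin gene Inf2 (from 16.8 to 5.22, −1.60, SE 0.11, 1.72e-09) and the clock gene Npas2 (−1.53, 0.000888). limma called 914 of 9475 genes, 362 higher and 552 lower, and 514 of 6730 on all listed clusters, 167 higher and 347 lower, with 260 shared and 259 of them in the same direction (Spearman rho 0.64 across 5328 genes). On listed clusters 15 of the 17 genes chosen for naming that could be compared kept their call. At the thresholds of the study 3 genes were called, all lower. Listed and enriched clusters per library did not differ beyond their spread (172319 and 178921, exact permutation p 0.22, and 71393 and 73799, exact permutation p 0.38).

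In m6A eCLIP of cortex, transcripts of the medium spiny neuron and immediate early lists again carried fewer enriched clusters. Neither their level nor the cells of the cortex samples they came from were tested. Scn4b fell from 4.27 ± 1.52 to 0.478 ± 0.735 (log2 −2.53, SE 0.34, adjusted p 5.26e-05), Adora2a, the adenosine receptor gene of indirect-pathway neurons (chromosome 10, 75316877 to 75334784), from 10.5 ± 1.90 to 5.24 ± 2.09 (−1.0, SE 0.13, 2.89e-05) and Ddit4l from 6.08 to 2.85 (−0.96, 0.000602). Ddn, the gene of a postsynaptic density protein, fell from 47.1 ± 6.85 to 30.1 ± 2.44 (−0.63, SE 0.08, 2.6e-05) and Arpp19 from 17.4 to 11 (−0.64, SE 0.08, 1.5e-05). Medium spiny neuron markers were lower in 22 of 23 (median −0.36, 11 called, 13 adjusted over the list alone, camera adjusted p 2.9e-12, estimated 4.8e-05) and HD genes that go down in 74 of 93 (median −0.29, 31 called, 39 adjusted over the list alone, adjusted p 2.5e-15, estimated 2.0e-05, and −0.12 on listed clusters). Immediate early genes were lower in 17 of 19 (median −0.45, 7 called, 14 adjusted over the list alone, adjusted p 2.2e-08, estimated 0.028), with Arc from 10.3 to 5.79 (−0.79, SE 0.13, 0.000753), Egr2 from 8.30 to 2.30 (−1.85, SE 0.33, 0.00126) and Homer1 from 22.4 to 16.2 (−0.46, 0.00455). Of the HD genes that go up, 29 of 43 were higher (median 0.14, 8 called higher and 3 lower, 18 adjusted over the list alone, adjusted p 0.0328, estimated 0.198, and 0.233 on listed clusters), with Cep164 (0.52, 0.00128), Scn9a (1.71, 0.00561) and N4bp2 (1.82, 0.0078). At the thresholds of the study this list (−0.02) and Cep164 (−0.27) reversed. Synapse genes were lower in 35 of 48 (median −0.10, 4 called, 4 adjusted over the list alone, adjusted p 0.0108, estimated 0.20), with Camk2a (−0.43, 0.000639) and Camk2b (−0.34, 0.00637).

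Among genes with a mean of at least 4 m6A clusters in cortex, the highest changes were those of Onecut2, a neuronal transcription factor gene (chromosome 18, 64340020 to 64400987, from 1.81 ± 1.19 to 12.2 ± 2.21, log2 2.66, SE 0.28, adjusted p 4.52e-06), Pcdhb2 (1.54, 0.0379), Samd9l (1.24, 0.000153), C230057M02Rik (1.19, 0.0189), A330102I10Rik (1.14, 0.00666) and Rnf213 (0.95, 0.026). Beside Egr2 the lowest were those of the chemokine scavenger receptor gene Ackr2 (from 8.38 to 1.58, −2.17, SE 0.17, 1.06e-07), AC124108.1 (−1.34, 0.000619), Dlx1as (−1.19, 9.97e-06), the immediate early relative Ier5l (−1.15, 1.5e-05) and the collagen gene Col6a1 (−1.10, 9.97e-06). limma called 550 of 8836 genes, 218 higher and 332 lower, and 291 of 6222 on all listed clusters, 152 higher and 139 lower, with all 104 shared calls in the same direction (Spearman rho 0.54 across 4740 genes). On listed clusters A330102I10Rik changed sign, 5 more of the 13 genes chosen for naming that could be compared lost their call and 7 kept it. At the thresholds of the study 3 genes were called, 1 higher and 2 lower. With the number of enriched clusters as a covariate 196 were called, 41 higher and 155 lower. R6/2 libraries listed 170601 clusters against 159236 in NT (exact permutation p 0.017, adjusted p 0.071). Enriched clusters numbered 68891 against 62821 (exact permutation p 0.0094, adjusted p 0.055), and R6/2 libraries had more of them at the thresholds of the study (12126 against 10524, exact permutation p 0.0033, adjusted p 0.030).

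The lists that did not pass on enriched clusters in a comparison are given in the order TDP-43 striatum, TDP-43 cortex, m6A striatum, m6A cortex and ASO. Splicing factors had m6A medians of 0.04, 0.08 and −0.01 (adjusted p 0.595, 0.309 and 0.785). GABA interneuron markers had −0.45 in TDP-43 striatum (0.688) and −0.12, −0.11 and −0.06 in m6A (0.325, 0.152 and 0.688). Synapse genes had −0.04 and −0.08 for TDP-43 (0.688 and 0.365) and 0.04 after the ASO (0.714). The m6A writers, erasers and readers, which place, remove or bind the mark, had 0.38, 0.14, 0.08, 0.08 and −0.02 (adjusted p 0.0686, 0.362, 0.28, 0.327 and 0.58). In TDP-43 striatum 2 of their members were called and 3 passed when adjusted over the list alone. Astrocyte markers had −0.15, −0.06, −0.15, −0.10 and −0.13 (smallest adjusted p 0.327), cortical excitatory neuron markers 0.02, −0.27, 0.08, −0.08 and 0.03 (0.28) and oligodendrocyte markers 0.19, 0.18, −0.06, −0.06 and −0.07 (0.12). Ribosomal protein genes had −0.04, −0.07, 0.04, 0.05 and −0.02 (0.837) and known TDP-43 targets 0.08, −0.05, −0.09, 0.01 and −0.10 (0.325). Mitochondrially encoded genes had 0.86 in TDP-43 cortex, with 2 genes and no set test, and 0.59, 0.06 and 0.85 in m6A (0.0686, 0.907 and 0.362). Microglia markers had −0.09, −0.08 and −0.04 in m6A (0.365, 0.714 and 0.688) and vascular markers 0.01, 0.01 and −0.03 (0.837, 0.837 and 0.745), with none tested for TDP-43. In TDP-43 striatum only 2 immediate early genes (median −1.42, 1 called) and 2 HD genes that go up (0.68) could be tested. On all listed clusters 9 of 9 immediate early genes were lower (median −0.49, 7 called, adjusted p 5.7e-06, estimated 0.0454) and 17 of 18 HD genes that go up were higher (median 0.52, 11 called, adjusted p 9.4e-08, estimated 0.000465). Other lists passed on listed clusters only. Astrocyte markers were lower in m6A striatum (14 of 16, median −0.16, adjusted p 0.000722, estimated 0.0275) and m6A cortex (13 of 14, −0.09, 0.000836, estimated 0.0405). In m6A cortex so were cortical excitatory neuron (11 of 17, −0.04, 0.0154, estimated 0.043), GABA interneuron (10 of 10, −0.13, 0.0157, estimated 0.0624) and oligodendrocyte markers (8 of 11, −0.12, 0.0468, estimated 0.0861). After the ASO immediate early (0.04) and mitochondrially encoded genes (0.12) passed on listed clusters (adjusted p 0.0182 each, estimated 0.129 and 0.145). As listed intervals are shared within a treatment there, that test carries no meaning. After the ASO, HD genes that go up had −0.06 (0.559) and medium spiny neuron markers −0.13 (0.146). The mean or the camera direction differed in sign from the median for the writers after the ASO, for astrocyte markers, ribosomal protein genes and TDP-43 targets in TDP-43 cortex, for cortical excitatory markers in TDP-43 striatum, for TDP-43 targets in m6A cortex, for vascular markers in m6A cortex and after the ASO, and for ribosomal protein genes and microglia markers after the ASO.

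Tardbp, which encodes TDP-43, and Htt, the mouse huntingtin gene, were not called in any R6/2 comparison. Tardbp (chromosome 4, 148612382 to 148627019) had log2 changes of 0.79, 0.07, 0.08 and 0.24 (adjusted p 0.131, 0.859, 0.744 and 0.169), and Htt (chromosome 5, 34761740 to 34912534) −0.35, −0.39, −0.04 and −0.24 (0.759, 0.393, 0.938 and 0.55). Mettl3, the catalytic m6A writer, had listed clusters in each comparison but no enriched ones, so it could not be tested on enriched clusters. Its listed clusters numbered, for example, 10.5 ± 3.34 in NT and 11.4 ± 3.07 in R6/2 in m6A striatum, and no test of them is given here.

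The ASO comparison opened with the knockdown target. Tardbp had 20 ± 4.36 enriched m6A clusters after PBS and 8 ± 1 after the ASO, before normalization (normalized 18.9 and 8.40, log2 −1.12, SE 0.14, adjusted p 0.00364). The bases those clusters covered went from 789 ± 120 to 662 ± 50 (log2 −0.23, adjusted p 0.324), and its listed clusters from 27 to 12 with no spread within a treatment. Within a treatment 99.23 to 99.27% of intervals were identical between libraries, against 0.157 to 1.07% in the other groups, so the listed intervals themselves were not independently called.

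**Figure D4:**
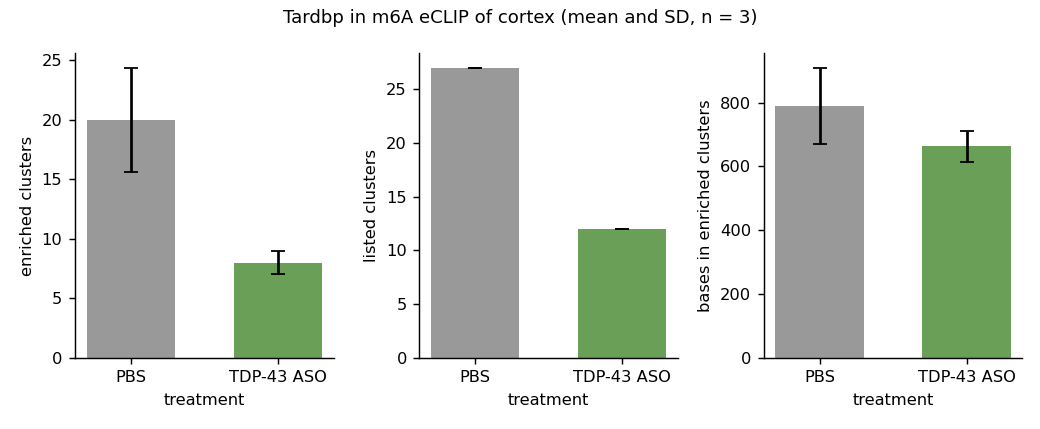
Enriched m6A clusters, listed clusters and bases in enriched clusters on Tardbp (vertical axes) by treatment (horizontal axes). Bars are means of 3 libraries and error bars the SD, and enriched clusters go from 20 to 8 while covered bases go from 789 to 662.

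Other transcripts moved both ways after the ASO. Among genes with a mean of at least 4 clusters, the lowest changes were those of the ubiquitin ligase gene Rnf14 (from 8.54 ± 0.588 to 1.05 ± 0.0169, log2 −2.54, SE 0.10, adjusted p 0.00125), Cdc42se2 (−2.49, 0.034), the lipid transfer gene Osbpl1a (−1.97, 0.0228), the mitochondrial import receptor gene Tomm22 (−1.65, 0.00125), the SNARE gene Vti1b (−1.59, 0.00125) and the lysosomal GTPase gene Arl8a (−1.52, 0.00351). The highest were those of Sh3glb2 (1.65, 0.0137), Csf2ra (1.56, 0.0163), Mtmr9 (1.55, 0.00171), the Argonaute gene Ago2 (1.48, 0.0182), the amino acid transporter gene Slc36a1 (1.43, 0.00236) and the calmodulin-binding gene Nrgn (1.32, 0.0133). On covered bases none of these 12 genes was called, nor was Tardbp, and with the number of enriched clusters as a covariate 7 of the 13, Tardbp among them, were no longer called. Sh3glb2 and Nrgn changed sign on listed clusters. Htt was not called (0.33, adjusted p 0.313). Of the HD genes that go down 58 were lower and 54 higher (median −0.03, adjusted p 0.861), while immediate early genes were higher in 14 of 19 (median 0.20, adjusted p 0.0521). The study reports lower m6A deposition on HD genes after the ASO, which these cluster counts did not show. It measured deposition levels at sites, which cluster numbers do not give. No list passed on enriched clusters. limma called 3011 of 9885 genes, 1339 higher and 1672 lower. On covered bases it called 407, of which 185 were also called on cluster numbers and 149 of those had the same direction. On listed clusters 9103 of 10106 were called, a test without meaning where a treatment shares its intervals.

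Library values of the ASO experiment differed in the same way that its intervals did. The PBS libraries listed 251875 clusters with a median width of 51 bases and the ASO libraries 233482 with 57, and enriched clusters numbered 93566 ± 4839 and 83492 ± 1034 (exact permutation p 0.1, the smallest that 3 against 3 libraries allow). DRACH, the consensus around methylated adenosines, was in 67.6 and 72.2% of enriched clusters. Over the 4530 intervals present in both treatments, in 2414 genes, 50.9 ± 4.19% were enriched after PBS and 47.1 ± 0.641% after the ASO (exact permutation p 0.1).

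Genes called in both regions, or in both assays, mostly moved in the same direction. Across genes, which are not independent replicates, Spearman rho of the R6/2 changes was 0.61 between regions for TDP-43 (2159 genes, 79 called in both, 78 in the same direction, 23.3 by chance) and 0.49 for m6A (8598 genes, 222 called in both, 221 in the same direction, 47.1 by chance). Between assays it was 0.33 in striatum (88 called in both, 85 in the same direction, 38.5 by chance) and 0.25 in cortex (56 and 54, 14.3 by chance). The ASO changes had a rho of −0.06 to 0.01 with each R6/2 comparison. The R6/2 effect itself differed between regions for 2 of 2159 genes in TDP-43 eCLIP and 22 of 8598 in m6A eCLIP, and between assays for 132 of 1890 genes in striatum and 86 of 3005 in cortex (limma contrasts over 32 libraries). These counts depended on the processing. On all listed clusters more genes differed between regions for TDP-43 and between assays in striatum. Fewer differed between regions for m6A and between assays in cortex. For the difference of the R6/2 effect between males and females limma called 0 genes in each assay and region, with 190, 215, 569 and 416 genes at an unadjusted p under 0.05 in TDP-43 striatum, TDP-43 cortex, m6A striatum and m6A cortex.

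Single sites within genes separated the genotypes completely in a few cases. In TDP-43 eCLIP of striatum, sites in Scn4b (chromosome 9, 45153894 to 45153944), the transcriptional repressor gene Zbtb18 (chromosome 1, 177448795 to 177448874), the kinase gene Prkcb (chromosome 7, 122627997 to 122628140), the active zone gene Rims1 (intron, chromosome 1, 22390534 to 22390625) and the import receptor gene Tnpo2 (chromosome 8, 85050208 to 85050277) were enriched in 8 of 8 NT and 0 of 8 R6/2 libraries, and a coding site of Usp48 (chromosome 4, 137628174 to 137628245) in 0 of 8 NT and 8 of 8 R6/2 libraries. In cortex, NT-only sites lay in Scn4b (chromosome 9, 45150885 to 45150999), Rims1 (chromosome 1, 22390534 to 22390624), Prkcb, Adcy1, Fbxl16 and Pdp1. For m6A, a 5′ UTR site of the proton pump subunit gene Atp6v1g2 was found only in R6/2 in both striatum (chromosome 17, 35236616 to 35236689) and cortex (chromosome 17, 35236602 to 35236691), as were 3′ UTR sites of Kcnh1 in striatum and Leng8 in cortex and a coding site of Fbxw7 in cortex. NT-only m6A sites lay in Homer1 (chromosome 13, 93366555 to 93366646), Dclk1, Limch1 and Amz1 of striatum and in Thra, Erc2 and Smarcc2 of cortex.

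Complete separation was found for 9 of 18561, 24 of 37173, 47 of 40985 and 40 of 37888 sites (TDP-43 striatum, TDP-43 cortex, m6A striatum, m6A cortex). The exact test within sex, two-sided, called 0 sites in each comparison after adjustment, with smallest adjusted p of 0.47, 0.59, 0.36 and 0.39 from a smallest possible p of 0.000408, which is that of a complete separation, and with 1105, 1577, 1221 and 1177 sites at an unadjusted p under 0.05. After the ASO 1339 of 31138 sites separated, 916 present only after PBS and 423 only after the ASO, against at most 288 in other splits of the 6 libraries. Because intervals are shared within a treatment, site edges differ between treatments by construction, and some of the separated sites with the smallest p are only a few bases wide, so this count does not measure an effect of the ASO and no such site is named. The Tardbp sites with the smallest p were in 3 of 8 NT and 4 of 8 R6/2 libraries in TDP-43 striatum, in 2 and 3 of 8 in TDP-43 cortex, in 0 and 4 of 8 in m6A striatum, in 2 and 6 of 8 in m6A cortex, and in 3 of 3 PBS and 1 of 3 ASO libraries.

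The share of m6A clusters that lay on TDP-43 sites of the same region addressed whether both occupy the same stretches. It was 8.34% in NT and 8.07% in R6/2 striatum (exact permutation p 0.051, adjusted p 0.152) and 15.0 and 14.7% in cortex (exact permutation p 0.13). Clusters shifted by 500 bases within the gene overlapped in 3.33 and 3.13% in striatum (exact permutation p 0.00041) and 5.96 and 5.71% in cortex (p 0.0037). The overlap exceeded this shifted background in each group, and the background itself was lower in R6/2. A shift within the gene can move a cluster from an exon into an intron. Introns held 352 of 18561 TDP-43 sites in striatum and 595 of 37173 in cortex. The excess therefore cannot tell shared stretches from shared exons, and a background matched by feature was not computed. After the ASO the overlap was 13.8%, and 14.7% after PBS (exact permutation p 0.1, the smallest possible), with 5.44 and 5.28% for shifted clusters. Listed intervals are shared within a treatment there, so that test carries no meaning.

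The sequence under the clusters differed between the assays. DRACH was in 88.1, 88.9 and 89.8% of m6A sites (striatum, cortex and ASO experiment), against 83.0, 83.6 and 86.7% of sites shifted within the gene, and in windows of 51 bases it was more frequent under enriched than other clusters in each feature, for example in 79.5 against 72.2% of 3′ UTR windows of striatum. A site shifted within the gene can fall in another feature, so shares in shifted sites are not matched by feature. UGUGU was in 9.87 and 9.78% of TDP-43 sites of striatum and cortex and in 14 and 13.6% of shifted sites, which therefore does not show a depletion. In windows of 51 bases it was more frequent under enriched clusters of noncoding exons (10.3 against 7.60% in striatum and 10.8 against 7.31% in cortex, 16 of 16 libraries each), alike in 3′ UTRs (13.0 and 12.9%, 12.3 and 12.1%) and less frequent in coding sequence (2.98 against 4.47% and 3.75 against 4.56%), introns (10.8 against 15.1% and 13.9 against 17.3%) and 5′ UTRs (2.57 against 3.81% and 2.89 against 3.99%).

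TDP-43-bound genes were counted at the thresholds of the study in at least 4 of 8 libraries. In striatum 2808 genes were bound in NT and 2371 in R6/2, with 2170 in both, 72.1% of those bound in either and 77.3% of those bound in NT. In cortex the counts were 4460, 3704 and 3522, or 75.9 and 79.0%. Enriched clusters per library at these thresholds numbered 11228.5 in NT and 8568.5 in R6/2 striatum (exact permutation p 0.23). In cortex they numbered 20690.9 and 15652.8 (exact permutation p 0.051). Whether this yield sets the counts of bound genes was not tested. Of the HD genes that go down, 64 were bound in NT and 47 in R6/2 striatum, and 61 and 51 in cortex, whereas of those that go up 3 and 4 were bound in striatum and 7 and 6 in cortex. Of the whole HD list 70 genes, 26.3%, were bound in striatum and 71, 26.7%, in cortex.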

Values the study reported

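The study reports approximately 80% overlap between R6/2 and NT in TDP-43-bound transcripts of both regions, and TDP-43 binding on approximately 30% (79/266) of the genes of the HD signature. In its RNA-seq of striatum all 266 of these genes were altered, 265 of them in the direction known from other models. For m6A it gives 5,273 locations found only in HD and 3,035 only in NT cortex, and 30,459 shared, 3,355 HD and 3,905 NT locations in striatum, with DRACH in more than 70% of peaks. Among U-rich motifs it describes UGUGU as enriched in its TDP-43 peaks. After the antisense oligonucleotide it reports approximately 50% downregulation of TDP-43 by qRT–PCR. It also reports that m6A deposition on HD genes was lower both in R6/2 mice and in mice given the oligonucleotide.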

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

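The test of listed clusters on HD transcripts, the test of covered bases after the ASO and the counts of splits were chosen after the results were seen, and the bounds of the other tests were set before them.

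The lower number of enriched TDP-43 clusters on HD genes that go down in R6/2 striatum had a median log2 change of −1.14 over 59 genes. With the number of enriched clusters per library as a covariate it was −1.05 (standard error of the median 0.15, 46 called), which argues against a smaller yield as the whole cause. With the intronic share as a covariate it was −0.90 (0.11) and stayed past the threshold, though 16 of 59 were then called, 100 genes were called in all and the median of all genes moved to 0.49. Taken relative to the listed clusters of each gene it was −0.79 (0.15, 23 called), so fewer listed clusters on these transcripts do not account for it alone. These standard errors are taken over genes, which are not independent replicates. A lower transcript level, which would also lower the power to call enrichment, and altered TDP-43 binding may both contribute and were not tested here.

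Splicing factor transcripts had a median of 0.53 in TDP-43 striatum over 26 genes, which reversed to −0.21 with clusters at a p of 1e-10 or less. With the number of enriched clusters as a covariate it was 0.54 (standard error of the median over genes 0.24, 10 called), with an all-gene median of 0.03, which argues against yield. With the intronic share as a covariate it was 0.42 (standard error of the median 0.22, 2 called, camera adjusted p 0.433) under an all-gene median of 0.49. A library structure tied to the intronic share and an effect of genotype therefore cannot be told apart for these genes, because 5 of the 8 R6/2 libraries and no NT library have a share of 30% or more.

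After the ASO 3011 genes were called on numbers of enriched clusters, against 407 on the bases those clusters cover, 185 shared and 149 of them in the same direction. The lower count is consistent with the same stretches being divided into more or fewer clusters in each treatment. Relative to listed clusters of the gene 2510 were called, which met the bound set beforehand against clusters called once per treatment as the cause. That bound was wrong, because listed clusters have almost no spread within a treatment, so subtracting them does not remove how stretches were divided. How much of the 3011 follows the ASO stays open.

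Other splits of the 16 libraries gave as many called genes in 1 of 100, the real one, in TDP-43 striatum (real 318, highest other 189), TDP-43 cortex (278 and 19), m6A striatum (914 and 166) and m6A cortex (550 and 60), which excludes chance at that level. For the ASO 10 splits are too few for a share under 0.05 (3011 genes, highest other 0, and 1339 fully separated sites, highest other 288, each in 1 of 10), and the separation of sites there is largely fixed by the intervals that a treatment shares. For sites each of 100 splits gave the real 0 or more in each R6/2 comparison (highest other 0). For the difference between sexes the real value was 0, each of 100 splits gave as many, and the highest others were 212 in TDP-43 striatum, 22 in TDP-43 cortex, 274 in m6A striatum and 39 in m6A cortex, which points to a structure of the libraries. These splits regroup the genotypes within each sex, so it can be the genotype effect itself, and none beyond it was tested.

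The R6/2 effect on TDP-43 clusters differed between striatum and cortex for 2 genes, among them Rab10os (difference 3.12, SE 0.32, adjusted p 9.0e-08, effects 3.43 and 0.32). In 3 of 100 splits as many were called, with a highest other of 89, which points to a structure of the libraries. Because the splits regroup the genotypes, that structure can be part of the genotype effect itself, and its source was not tested. HD genes that go down fell more in striatum (camera adjusted p 1.32e-05, estimated correlation 0.0246) and splicing factors were higher there (0.0455, estimated 0.392). For m6A 22 genes differed, 5 higher and 17 lower in striatum (1 of 100 splits, highest other 3), with Onecut2 at 0.18 in striatum and 2.66 in cortex (adjusted p 1.4e-05) and Inf2 at −1.60 and −0.23 (2.3e-05). HD genes that go down fell more in striatum (1.09e-11, estimated 4.05e-05), HD genes that go up rose more (0.00638, estimated 0.149) and cortical excitatory neuron markers were higher there (0.0457, estimated 0.326).

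Between assays 132 genes differed in striatum (53 higher and 79 lower in m6A, 1 of 100 splits, highest other 31). Rab10os (−3.38, adjusted p 4.3e-07), Usp48 (−3.28), Srrm2 (−1.84, 0.00053) and Srsf11 (−3.16, 0.00077) rose for TDP-43 and not for m6A, and Pdzd2 (2.77) fell more for TDP-43. HD genes that go down (camera adjusted p 5.75e-05, estimated 0.0486) and medium spiny neuron markers (0.0107, estimated 0.149) fell more for TDP-43, and splicing factors were higher for TDP-43 (5.84e-06, estimated 0.00749). In cortex 86 genes differed (73 higher and 13 lower in m6A, 1 of 100 splits, highest other 37), among them Pdzd2 (2.82) and Pde10a (2.43, adjusted p 0.0015). Splicing factors (0.00157, estimated 0.199), HD genes that go up (0.0457, estimated 0.154) and immediate early genes (0.0145, estimated 0.392) moved further for TDP-43. The 2 assays differ in how their RNA was prepared and in how many clusters they enrich, so these differences do not separate binding from transcript level.

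Single libraries stood apart from the other 3 of their group in 7 of 120 tests over 8 measures, where chance gives about 1 in 20, or 6. They were 29913 enriched clusters in TDP-43 cortex NT female 3 (others 41443 to 42579), an intronic share of 10.2% in m6A striatum R6/2 female 1 (11.6 to 11.8%), a 3′ UTR share of 43.0% in m6A cortex R6/2 male 1 (41.7 to 41.8%), coding shares of 39.8% in m6A cortex R6/2 female 2 (41.7 to 42.0%) and 42.4% in m6A striatum NT male 4 (43.4 to 43.6%), and UGUGU shares of 6.28% in TDP-43 striatum R6/2 male 4 (7.71 to 8.0%) and 9.43% in m6A cortex R6/2 male 3 (up to 10.1%).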

How the results depend on the processing

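Read depth was not used here, and whether it sets how many clusters reach enrichment was not tested. The thresholds of the study, covered bases, 4 added to enriched counts, the covariates for yield and intronic share, the library subsets by intronic share, the blocks across regions and assays and all listed clusters for sites were tried after the data were seen. The HD genes that go down and the medium spiny neuron markers kept their direction and stayed past the threshold in each R6/2 comparison under each alternative run at the preset correlation. With an estimated correlation the markers in TDP-43 striatum did not pass on all listed clusters (adjusted p 0.078). Unless stated, values below are genes called, and the cause of each change was not tested except where fewer libraries or a higher minimum leave fewer genes or less power. The pseudocount of 16 for sites, the pairing for ASO sites and alternatives with no gene left gave no value.

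With 10 or more clusters per gene 132 (TDP-43 striatum), 119 (TDP-43 cortex), 405 (m6A striatum), 214 (m6A cortex) and 1736 (ASO) were called, and HD genes that go up in m6A cortex had a median of 0.054 with the set direction reversed. With a p of 1e-10 or less 80 were called in TDP-43 striatum, 163 in TDP-43 cortex and 1943 after the ASO. The splicing factor median in TDP-43 striatum reversed to −0.21, and HD genes that go up in m6A cortex had 0.20. Without a filter HD genes that go up in TDP-43 cortex had 0.034. Quantile normalization gave 430 in TDP-43 cortex. At the thresholds of the study 72 were called in TDP-43 striatum, 101 in TDP-43 cortex, 3 in m6A striatum, 3 in m6A cortex and 5 after the ASO. HD genes that go up then had 0.21 in TDP-43 cortex, −0.048 in m6A striatum and −0.021 in m6A cortex, and Scn9a in m6A striatum (−0.048) and Cep164 in m6A cortex (−0.27) reversed.

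On all listed clusters, with 0.5 and with 4 added, 1201 and 1231 were called in TDP-43 striatum, 514 and 514 in m6A striatum, 279 and 291 in m6A cortex and 9103 both times after the ASO. HD genes that go up in m6A cortex had 0.087 and 0.061. These genes reversed: in TDP-43 striatum C230004F18Rik (−0.24 and −0.23) and Gpr158 (0.50 and 0.49), in cortex Usp48 (−0.065 and −0.059), Gpatch8 (−0.010 both), Luc7l2 (−0.15 and −0.14), Polr2a (TDP-43 eCLIP, cortex, R6/2 minus NT: Polr2a, −0.00102 and −0.00237) and Srsf1 (−0.034 and −0.025), in m6A cortex A330102I10Rik (−0.068 and −0.055), and after the ASO Sh3glb2 (−0.17 and −0.15), Nrgn (−0.29 and −0.27) and Htt (−0.20 and −0.18). On covered bases 407 were called after the ASO and the ribosomal protein median was −0.21 (adjusted p 0.0049), of the same sign as the median on enriched clusters.

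Replicate numbers were not taken to pair libraries, as correlations of same-numbered ones lay between −0.45 and 0.46 across groups and between −0.27 and 0.33 across regions and assays. For m6A 14 of 16 libraries of striatum nevertheless correlated best with their own number in cortex (−0.045 to 0.10), a hint of shared animals, against 5, 6 and 5 of 16 for TDP-43 across regions and between assays in striatum and cortex. With the numbers as a block 128 were called in TDP-43 cortex and 1937 after the ASO. Blocking across regions or assays, the difference between regions had 1 for TDP-43 and 22 for m6A, and that between assays 99 in striatum and 54 in cortex. With yield as a covariate 565 were called in TDP-43 striatum, 196 in m6A cortex and 1386 after the ASO, and HD genes that go up in m6A cortex had 0.071. With the intronic share as a covariate 100 were called in TDP-43 striatum and 80 in TDP-43 cortex, and HD genes that go up in m6A cortex had 0.070. Without the libraries of high intronic share 27 were called in TDP-43 striatum. Males alone gave 3, 93, 243 and 83 and females alone 35, 284 and 84 outside TDP-43 striatum, in the order TDP-43 striatum, TDP-43 cortex, m6A striatum, m6A cortex. Median changes of HD genes that go up were 0.30 in TDP-43 cortex males and 0.20 and 0.18 in m6A cortex males and females. Without the sex covariate 533 were called in m6A striatum.

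For the difference between regions, TDP-43 gave 11 with library totals, 59 with quantile normalization, 10 with 4 added and 74 on all listed clusters, and m6A gave 44 with 4 added and 12 on all listed clusters. For the difference between assays (striatum: R6/2 effect in m6A minus TDP-43 eCLIP) 239 were called with quantile normalization and 408 on all listed clusters, and in cortex (cortex: R6/2 effect in m6A minus TDP-43 eCLIP) 146 and 15. Between sexes 1 gene was called in TDP-43 cortex with quantile normalization, 1 with 4 added, and 1 in m6A striatum on all listed clusters. ASO sites that separated (m6A eCLIP, cortex, TDP-43 ASO minus PBS: sites within genes) numbered 0 where 5 of 6 libraries were required, which excludes them by construction, 60475 on all listed clusters, 568 at a p of 1e-10 or less and 405 at the thresholds of the study. The difference in clusters per library reversed among clusters with p of 0.001 or less, to −1874 in TDP-43 striatum and −7015 in TDP-43 cortex (exact permutation p 0.57 and 0.17). The overlap difference in striatum was −0.61 points within 100 bases (exact permutation p 0.00041) and −0.20 with TDP-43 sites in 8 of 16 libraries (p 0.023).

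Leaving out each library in turn, genes called ranged from 227 to 462 in TDP-43 striatum, 152 to 336 in TDP-43 cortex, 703 to 862 in m6A striatum, 423 to 531 in m6A cortex and 1944 to 2786 after the ASO. In TDP-43 cortex the count was 165, 153 and 159 without NT females 1, 2 and 4 and 152 and 178 without NT males 1 and 3, and after the ASO 1999 without PBS 1 and 1944 without ASO 3. HD genes that go up in m6A cortex ranged from 0.12 to 0.19 and were no longer past the threshold without NT female 2 (0.15) or 3 (0.12). The difference in clusters per library in m6A cortex ranged from 8213 to 14341. With all libraries its exact permutation p was 0.017, but the adjusted p was 0.071. The unadjusted p was no longer under 0.05 without NT male 1 (8213) or 4 or R6/2 female 3 or 4. The overlap difference ranged from −0.34 to −0.19 in striatum and from −0.38 to −0.21 in cortex. In striatum its unadjusted p fell under 0.05 without NT male 2, 3 or 4, R6/2 female 1 or 2 or R6/2 male 1. In cortex it did so without R6/2 female 3 (−0.38).

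Of the other results under the other alternatives, 1572 named-gene values kept their direction and side, 249 were weaker and 8 stronger, and of the other gene lists 1059 kept theirs, 28 were weaker and 30 stronger.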

Other observations

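The counts of fully separated sites over other splits were added after the site results were seen, as was the comparison of identical intervals. Fully separated sites numbered 9, 24, 47 and 40 in TDP-43 striatum, TDP-43 cortex, m6A striatum and m6A cortex, against highest values of 7, 4, 1 and 1 in other splits of the 16 libraries. Sites at an unadjusted p under 0.05 numbered 1105, 1577, 1221 and 1177, against highest others of 1508, 1595, 678 and 724. Of the separated sites 7, 24, 34 and 25 were present only in NT and 2, 0, 13 and 15 only in R6/2. Among the 4530 intervals that the PBS and ASO lists share, 29 were enriched in all 3 PBS and no ASO library and 2 in all 3 ASO and no PBS library, 31 in all, against 13 in the highest other split, with 10 splits in total.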
